# Shenqi Jiangtang Granule Ameliorates Kidney Function by Inhibiting Apoptosis in a Diabetic Rat Model

**DOI:** 10.1155/2019/3240618

**Published:** 2019-11-20

**Authors:** Qian Zhang, Xinhua Xiao, Jia Zheng, Ming Li, Miao Yu, Fan Ping, Tong Wang, Xiaojing Wang

## Abstract

Diabetic nephropathy (DN) is a major microvascular complication of diabetes. In addition to moderating hyperglycemia, Shenqi Jiangtang Granule (SJG) had a beneficial effect on kidney function in a clinical trial. However, the mechanism involved remains unclear. This study was conducted to identify the underlying molecular mechanisms. A diabetic rat model was generated by using a high-fat diet and streptozotocin (STZ) injection. Then, rats were given SJG at dosages of 400 mg/kg/d or 800 mg/kg/d by gavage for 8 weeks. After 8 weeks of treatment, blood glucose, serum creatinine, blood urea nitrogen (BUN), and 24-h urinary albumin were measured. Histochemical staining and TdT-mediated dUTP nick-end labeling (TUNEL) assays were performed in kidney. Kidney genomic expression in the SJG-treated group and diabetic group was detected by using a genome expression microarray. We found that SJG treatment reduced blood glucose, serum creatinine, BUN, and 24-h urinary albumin and affected kidney histology. The gene array revealed that the expression of 99 genes increased and the expression of 91 genes decreased in the HSJG group, compared with those of in the diabetic group. Pathway and gene ontology analysis of the differentially expressed genes showed an enrichment of the apoptosis pathway. SJG treatment reduced TUNEL- and caspase-3-positive cells in diabetic kidneys. SJG upregulated Bcl-2 and regucalcin expressions and reduced casp3 and Apaf1 expressions in diabetic rats. Our results suggest that SJG exerts a renal protective effect through the inhibition of cell apoptosis in a diabetic rodent model.

## 1. Introduction

The number of patients with diabetes is dramatically increasing worldwide [1]. Forty percent of diabetic patients develop diabetic nephropathy (DN), which is a major microvascular complication [2]. In addition, DN is the most common cause of end-stage renal disease [3]. DN is also a major cause of morbidity and mortality in patients with kidney disease worldwide.

The pathological character of DN includes abnormal accumulation of extracellular matrix (ECM), thickening and hypertrophy of the glomerular basement membrane, and loss of glomerular and tubular cells, which leads to kidney fibrosis [4]. These structural changes cause increased proteinuria and albumin excretion and reduced glomerular filtration rate (GFR).

In addition to hyperglycemia, numerous pathways contribute to the development of DN, including oxidative stress [5], proinflammatory molecules [6], enhanced reactive oxygen species (ROS) [7], activation of protein kinase C [8], increased formation of advanced glycation end products (AGEs) [9], and the renin-angiotensin system (RAS).

Shenqi Jiangtang Granule (SJG) comprises Panax ginseng (*Panax ginseng C*.*A*. *Mey*), Radix astragali (*Astragalus penduliflorus Lam*.), Radix rehmannia (*Rehmannia glutinosa (Gaertn*.*) DC*.), Radix trichosanthis (*Trichosanthes kirilowii Maxim*), Fructus Schisandrae chinensis (*Schisandra chinensis (Turcz*.*) Baill*), Ophiopogonis radix (*Ophiopogon japonicus (Thunb*.*) Ker Gawl*), Fructus lycii (*Lycium chinense Mill*), Fructus rubi (*Rubus chingii Hu*), Rhizoma dioscoreae (*Dioscorea oppositifolia* L.), Alismatis rhizome (*Alisma plantago-aquatica subsp*.), and Poris cocos (*Smilax glabra Roxb*). SJG is approved by the State Food and Drug Administration of China (State medical license no. Z10950075). A clinical trial indicates that single drug treatment with SJG has an antidiabetic effect in type 2 diabetic patients, compared with that of exercise or dietary intervention [10]. A meta-analysis showed that SJG combination therapy has a better effect than traditional therapy alone, including reducing urinary albumin excretion rate (UAER), serum blood urea nitrogen (BUN), serum creatinine, and 24 h urea albumin in diabetic patients [11]. The mechanism driving this may be involved in inducing HIF-1*α* and HO-1 expression [12]. Recently, in vitro experiment revealed SJG as an alpha-glucosidase inhibitor [13]. However, the exact mechanism underlying the beneficial effect of SJG on kidney function is still unknown.

We hypothesized that SJG has multiple targets in the kidney, thus moderating the kidney fibrosis in diabetic rats. Traditional Chinese herbs usually have multiple targets. Therefore, we used a genome-wide array strategy in kidney and pathway analysis.

## 2. Methods

### 2.1. Medicine

Shenqi Jiangtang Granule includes Panax ginseng (*Panax ginseng C*.*A*. *Mey*, 0.71%), Radix astragali (*Astragalus penduliflorus Lam*, 14.71%), Radix rehmannia (*Rehmannia glutinosa (Gaertn*.*) DC*., 22.06%), Radix trichosanthis (*Trichosanthes kirilowii Maxim*, 7.35%), Fructus Schisandrae chinensis (*Schisandra chinensis (Turcz*.*) Bail*, 7.35%), Ophiopogonis radix (*Ophiopogon japonicus (Thunb*.*) Ker Gawl*, 7.35%), Fructus lycii (*Lycium chinense Mill*, 14.71%), Fructus rubi (*Rubus chingii Hu*, 3.7%), Rhizoma dioscoreae (*Dioscorea oppositifolia* L., 7.35%), Alismatis rhizome (*Alisma plantago-aquatica subsp*., 7.35%), and Poris cocos (*Smilax glabra Roxb*., 7.35%). SJG was provided by Lunan Hope Pharmaceutical Co., Ltd. (Shandong, China). The eleven component herbs, Panax ginseng (6 g), Radix astragali (124 g), Radix rehmannia (186 g), Radix trichosanthis (62 g), Fructus Schisandrae chinensis (62 g), Ophiopogonis radix (62 g), Fructus lycii (124 g), Fructus rubi (31 g), Rhizoma dioscoreae (62 g), Alismatis rhizome (62 g), and Poris cocos (62 g), were soaked in 60% ethanol for 1 h and extracted twice by refluxing for 2 h. The condensed extracts were mixed with dextrin and sugar powder to make up SJG.

### 2.2. High-Performance Liquid Chromatography (HPLC) Analysis of SJG

SJG powder (4.0 g) was refluxed 4 times by *n*-butyl alcohol. Then, the combined extracts were concentrated by vacuum-rotary evaporation. The concentration was eluted by 70% ethanol on macroporous adsorptive resin. All the collected eluents were concentrated and then dried at 40°C in a vacuum oven. Final residue of SJG was dissolved in ethanol and then filtered through a 0.45 *μ*m filter membrane. SJG was characterized by using an Agilent 1260 Infinity II HPLC (Agilent Technologies, CA, USA) with a Symmetry C18 column (150 mm × 4.6 mm, i.e., particle size 5 *μ*m, MA, USA). The column was eluted at 30°C with a detection wavelength at 203 nm and an injection volume of 10 *μ*L. The flow rate of the mobile phase of acetonitrile (A) and water (B) was set at 1.0 mL/min. Gradient separation was based on the following: 0–12 min, 0.5–5% A; 12–38 min, 5–23% A; 38–78 min, 23–40% A; 78–99 min, 40–61% A; 99–108 min, 61–80% A; and 108–120 min, 80% A.

### 2.3. Animal Treatments

Twenty-four male Sprague Dawley rats were purchased from the Institute of Laboratory Animal Sciences of the Chinese Academy of Medical Sciences and Peking Union Medical College in Beijing, China (SCXK-2014-0013) weighing 170 to 190 g each. They were placed in a 12-h light/dark cycle and 25°C controlled housing and were given food and water ad libitum. A diabetic model was generated by an intraperitoneal injection of streptozotocin (60 mg/kg, STZ, Sigma, St. Louis, MO). A week after the injection, the diabetes model was confirmed. Rats with fasting blood glucose levels greater than 11.1 mmol/L were considered diabetic. Diabetic rats were randomly divided into three groups (*n* = 6 per group): a low dose of Shenqi Jiangtang Granule (LSJG) group, a high dose of Shenqi Jiangtang Granule (HSJG) group, and a diabetic group. The typical human daily dose of Shenqi Jiangtang Granule (SJG) is 3 g per 50 kg of body weight. LSJG and HSJG were administered oral Shenqi Jiangtang Granule at 400 mg/kg/day or 800 mg/kg/day for 8 weeks. The dosage of LSJG and HSJG for rats is corresponded to 3 g/day and 6 g/day for humans.

The diabetic and control groups received an equal volume of saline. After 8 weeks of treatment, all rats were anesthetized with intraperitoneal injection of sodium pentobarbital (150 mg/kg) and then sacrificed. Kidneys were immediately removed. All animal treatment and procedures were approved by the Animal Care Committee of the Peking Union Medical Hospital Animal Ethics Committee (Project XHDW-2015-0051, 15 February 2015), and all efforts were made to minimize suffering.

### 2.4. Metabolic Parameter Analysis

After 6 h of fasting, blood was collected. Serum was isolated from the blood samples by centrifuging at 3000 g for 10 min (Heraeus Varifuge 3.0, Hamburg, Germany). Serum creatinine and blood urea nitrogen (BUN) were measured with a Beckman Coulter AU5800 analyzer (Beckman, Germany). At the end of the 8-week treatment, 24-h urine samples were collected using metabolic cages, centrifuged at 3000 g for 10 min (Heraeus Varifuge 3.0, Hamburg, Germany) and stored at −80°C. Urine albumin concentration was measured by a Beckman Counter AU5800 analyzer (Beckman, Germany).

### 2.5. Histology

Kidneys were fixed with 4% formalin and embedded in paraffin. Kidney sections (5 *μ*m) were stained with periodic acid Schiff (PAS). The glomerular damage score of each rat was calculated as the arithmetic mean of 60 glomeruli (×400 magnification) [14]. Briefly, glomerular lesions were graded as normal (or minimal) to severe (extensive damage). Severity was graded as absent/normal (grade 0), mild (grade 1), moderate (grade 2), and severe (grade 3). The tubular damage (dilation, atrophy, hyaline in tubular lumen, infiltration of mononuclear cells, and interstitial fibrosis) was assessed as previously described with a semiquantitative method from Grade 0 (normal) to Grade 3 (severe) [15]. Tubulointerstitial damage scores are given as the arithmetic mean of all fields (×400 magnification).

### 2.6. RNA Extraction and Gene Expression Array

Total RNA was extracted from the rat kidney cortex using a mirVana™ RNA Isolation Kit (Ambion, San Paulo, Brazil). Double-stranded cDNA was synthesized from total RNA. Then, cDNA was labeled with biotin. The biotinylated cDNA was purified, fragmented, and hybridized to an Affymetrix GeneChip Rat Gene 2.0 ST whole transcript-based array (Affymetrix Technologies, Santa Clara, CA). Genes were selected based on *P* < 0.05 and fold change >1.5. The data obtained have been deposited in the NCBI Gene Expression Omnibus (GEO) database (accession number GSE134071.

DAVID (Database for Annotation, Visualization, and Integrated Discovery) web-based software tool was used to perform gene ontology (GO) enrichment analysis. The Kyoto Encyclopedia of Genes and Genomes (KEGG) database was utilized to identify pathways. For interaction network analysis, the STRING (Search Tool for the Retrieval of Interacting Genes) database was used.

### 2.7. Real-Time PCR

Total RNA from the kidney cortex was used to synthesize cDNA using SuperScript II reverse transcriptase (Life Technologies, Carlsbad, CA). Quantitative PCR was carried out by using specific primers (Table 1). A SYBR Green Mix Kit (Applied Biosystems, Foster City, CA) and an ABI Prism 7500 Real-Time System (Applied Biosystems, Foster City, CA) were used for PCR. Relative expression levels were calculated with the 2^−ΔΔCt^ method.

### 2.8. TUNEL Assay

Apoptosis was detected by a terminal deoxynucleotidyl transferase-mediated dUTP nick-end labeling (TUNEL) assay, using an Apoptosis Detection Kit (Roche Applied Science, Mannheim, Germany). Briefly, paraffin-embedded kidney sections were dewaxed, washed with PBS, and incubated with Proteinase K for 20 min. After washing with PBS, sections were incubated with the TUNEL reaction mix at 37°C for 60 min.

### 2.9. Immunohistochemistry for Bcl-2 and Caspase-3 in Kidney

The kidneys were fixed in 4% paraformaldehyde and embedded in paraffin. Then, 5 *μ*m-thick sections were dewaxed. After washing in PBS, sections were incubated with 1.5% H_2_O_2_ in methanol to block endogenous peroxidase activity. Nonspecific binding was blocked with 10% normal goat serum in PBS. Sections were incubated overnight with, and rabbit polyclonal caspase-3 (1 : 50, Santa Cruz Biotechnology, Dallas, TX) at 4°C. Then, the sections were washed with PBS and incubated with a horseradish peroxidase- (HRP-) conjugated secondary antibody (1 : 2000, Santa Cruz Biotechnology, Dallas, TX) for 1 h at room temperature. After washing with PBS, the sections were stained with a 3,3′-diaminobenzidine (DAB) Color Development Kit (ZSGB-BIO, Beijing, China). The slides were analyzed using ImageJ software (National Institutes of Health, Baltimore, MD) at 400x magnification. Five slides were analyzed, and six rats were in each group.

### 2.10. Statistical Analysis

Data are shown as mean ± SD. Statistical analyses were conducted with two-way ANOVA followed by Tukey's post hoc test. Graphpad Prism 6 (GraphPad Software Inc., CA, USA) was used for data analysis. *P* < 0.05 was set for significance definition.

## 3. Results

### 3.1. HPLC Analysis of SJG

Ten main components of SJG were confirmed by HPLC analysis. The UV detector for HPLC analysis was set to 203 nm according to the standard maximum absorption rate. The HPLC analysis of SJG is presented in Figure 1. Ten main constituents of SJG are (1) ginsenoside Rg1 (15.95 mg/g), (2) ginsenoside Re (27.63 mg/g), (3) ginsenoside Rb1 (2.21 mg/g), (4) ginsenoside Rc (4.47 mg/g), (5) astragaloside IV (0.31 mg/g), (6) ginsenoside Rd (14.65 mg/g), (7) schisandrin (2.96 mg/g), (8) schisandrol B (0.75 mg/g), (9) deoxyschisandrin (0.46 mg/g), and (10) *γ*-schisandrin (1.29 mg/g).

### 3.2. SJG Showed No Influence on Body Weight in Diabetic Rats

As shown in Figure 2(a), the mean body weight of diabetic rats decreased significantly compared with that of the control rats (*P* < 0.01).

### 3.3. SJG Reduced FBG in Diabetic Rats

The diabetic rats had significantly higher FBG than the control rats (*P* < 0.01, Figure 2(b)). SJG significantly reduced the FBG in diabetic rats (*P* < 0.01, Figure 2(b)) compared with the diabetic rats.

### 3.4. SJG Moderated Kidney Dysfunction in Diabetic Rats

The serum creatinine, blood urea nitrogen, and 24-h urinary albumin increased in the diabetic group compared with the control group (*P* < 0.01, Figures 2(c)–2(e)). SJG significantly reduced serum creatinine, blood urea nitrogen, and 24-h urinary albumin (*P* < 0.01, Figures 2(c)–2(e)) compared with the diabetic rats.

### 3.5. SJG Affected Renal Histology in Diabetic Rats

Compared with the control group, the kidneys of diabetic rats showed increased glomerular hypertrophy and tubulointerstitial changes (Figures 3(a)–3(c)). SJG treatment significantly reduced both the glomerular and tubulointerstitial changes (Figures 3(a)–3(c)) compared with the diabetic rats.

### 3.6. Gene Array Results, GO, Pathway, and Network Analysis

Ninety-nine genes increased and 91 genes decreased in the HSJG group, compared with the diabetic group (fold change > 1.5, *P* < 0.05). 

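The array experiment compared RNA from the kidneys of rats with streptozotocin-induced diabetes that were treated with SJG and of diabetic rats that received saline. The paper's abstract adds a high-fat diet to the model, which its methods section does not mention. The experiment comprises 3 arrays of SJG-treated rats and 3 arrays of diabetic rats, labelled as 17 weeks of age. The sample labels give no dose. The paper's text assigns the comparison to the HSJG group, which received 800 mg/kg/day for 8 weeks. The paper had 6 rats per group, and its text does not say which of them the arrays represent. The labels number the samples of a group as replicates without naming the animals, so the p-values measure the spread between these samples, which may be partly technical. The sample titles also carry a bracketed code of a letter and a number, which the sources do not explain. The number is the same within a group and differs between the groups, so whatever it marks cannot be told apart from the treatment. The Affymetrix Rat Gene 2.0 ST array measures whole transcripts with sets of probes called transcript clusters, and a whole kidney cortex sample mixes all of its cell types. The authors deposited log-scale signals for 36685 transcript clusters, taken here as log2 because of their range. How they were background-corrected, normalized and summarised is not given in the sources used here. The median signal was 4.68, 4.88 and 4.77 in SJG replicates 1 to 3 and 4.85, 4.70 and 4.77 in diabetic replicates 1 to 3. The number of arrays limits the precision. Of the transcript clusters, 18511 were named with 1 gene, 575 with several genes and 17599 with none. Where a gene had several transcript clusters, the brightest on average stood for it, which left 18166 genes. The groups were compared with limma on the deposited values, and genes were selected at the paper's thresholds of an unadjusted p under 0.05 and a fold change above 1.5. The paper's text does not name the test behind its array p-values. Its statistics section names a two-way analysis of variance with Tukey's test for the study as a whole. The nearest comparison of 2 groups, with equal variances and each gene on its own, is given among the alternatives as the unmoderated test. In the following, "higher", "lower", "rose" and "fell" refer to genes past these thresholds in the SJG-treated rats relative to the diabetic rats. Lists of genes written before the data were examined were tested for a common shift with camera, adjusted over 36 lists.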

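In the SJG-treated rats, 8 of 16 genes of kidney tubule injury were lower, and so were 8 of 25 genes of cell division. The largest decrease was that of Havcr1, which encodes kidney injury molecule 1 of damaged proximal tubules. Its log2 signal was 5.55 ± 1.08 (SD, n = 3 arrays) with SJG and 9.04 ± 1.98 (SD, n = 3 arrays) in the diabetic rats, a log2 fold change of -3.50 with a standard error of 0.804. Diabetic replicates 1, 2 and 3 had Havcr1 signals of 10.4, 9.99 and 6.76, the last close to the highest SJG array at 6.48. Lcn2, which encodes the lipocalin NGAL released by injured tubules, had a log2 fold change of -2.25 (standard error 0.646), with overlapping groups. Neither Havcr1 nor Lcn2 passed with the unmoderated test. Of the 16 genes of tubule injury 1 rose and 7 did not pass the thresholds. Some of those that fell, such as Spp1 and Gpnmb, are also expressed by macrophages, and of 15 macrophage and myeloid markers 8 fell and 7 did not pass, with a median log2 fold change of -0.65. Adjusted over the tubule injury list alone, 8 of its genes were lower and 1 was higher, against 0 when adjusted over all genes. The gene that rose was Tff3, which encodes a trefoil peptide secreted by epithelia (log2 fold change 1.24, standard error 0.297). The list had a median log2 fold change of -0.73 (camera adjusted p = 1.67e-06, and adjusted p = 0.246 with an estimated correlation).
Of 23 genes of matrix and fibrosis, 6 fell and 17 did not pass, with 0 past an adjusted p of 0.05 over the list alone (camera adjusted p = 1.12e-06, and adjusted p = 0.384 with an estimated correlation). Among them were Timp1, an inhibitor of matrix-degrading proteases, at -1.36 (standard error 0.528) and Loxl1, which cross-links elastin, at -1.28 (standard error 0.397). Of the genes of cell proliferation 8 fell, 1 rose and 16 did not pass, or 4 and 1 adjusted over the list alone (camera adjusted p = 1.28e-07, and adjusted p = 0.365 with an estimated correlation). Top2a, which untangles DNA in dividing cells, and the spindle gene Tpx2 had log2 fold changes of -0.88 (standard error 0.372) and -0.85 (standard error 0.257). The kinase gene Melk rose by 1.12 (standard error 0.218). Among 17 immediate early and heat shock genes, which respond within minutes to stress and to tissue handling, 8 fell, or 5 adjusted over the list alone, and none rose (camera adjusted p = 1.60e-09, and adjusted p = 0.365 with an estimated correlation). Their median log2 fold change was -0.91, with Atf3 at -1.79 (standard error 0.507) and Egr1 at -1.68 (standard error 0.572). Without diabetic replicate 2 the median of the matrix list went from -0.60 to -0.14 and that of the immediate early genes to -0.31 (camera adjusted p = 0.0125 and adjusted p = 7.42e-06), Timp1, Top2a and Egr1 no longer passed, and Atf3 and Loxl1 had log2 fold changes of -1.03 and -0.75. Among the genes above the median signal the proliferation list had no shift, and diabetic replicate 3 lay inside the SJG range of list means for the proliferation (4.95) and immediate early genes (6.80).
The largest increase was that of Cyp2c11, a steroid hydroxylase known from male rat liver, with a log2 fold change of 2.53 (standard error 0.699), although the highest diabetic array lay above the lowest SJG array. Cyp2c11 did not pass with the unmoderated test. The carriers Slc7a12, Slco1a6 and Slc7a13 had log2 fold changes of 1.45 (standard error 0.301), 1.10 (standard error 0.284) and 0.90 (standard error 0.238). Hnmt, which inactivates histamine, rose 2.30-fold (standard error of the log2 fold change 0.277). Of 13 genes of the loop of Henle and distal convoluted tubule, 2 rose and 1 fell, or 1 and 0 adjusted over the list alone (camera adjusted p = 0.0334, and adjusted p = 0.365 with an estimated correlation). Egf, the growth factor made in these segments, rose by 0.85 (standard error 0.216), the exchanger Slc8a1 rose by 0.62 (standard error 0.258), and the prostaglandin receptor gene Ptger3 had a log2 fold change of -0.64 (standard error 0.239). Red blood cell genes were higher as well. Of 6 measured, 4 rose, also when adjusted over the list alone, among them the haemoglobin genes Hbb-b1 at 1.39 (standard error 0.463) and Hba-a1, which rose 2.30-fold (standard error of the log2 fold change 0.308), with a list median of 0.73 (camera adjusted p = 1.67e-04, and adjusted p = 0.365 with an estimated correlation). Of 9 adipocyte genes 1 rose, Adipoq, which encodes adiponectin, by 0.68 (standard error 0.275), and 0 passed when adjusted over the list alone. The adipocyte list had a median of 0.63 (camera adjusted p = 8.56e-04, and adjusted p = 0.435 with an estimated correlation), which was 0.09 without SJG replicate 2 (adjusted p = 0.420). The red blood cell median was 0.45 without SJG replicate 2, the median of the loop of Henle and distal convoluted tubule was 0.13 without SJG replicate 3 and its shift was lost without SJG replicate 1 (adjusted p = 0.276), and Adipoq, Hbb-b1, Slc8a1 and Ptger3 each failed the thresholds without some single array.
Of the 18166 genes, 565 passed the paper's thresholds, 180 higher and 385 lower in the SJG-treated rats. With each array centred on its median the split was 264 higher and 319 lower, and with the unmoderated test it was 76 higher and 77 lower. In 305 of the 565 genes, all SJG arrays lay on one side of all diabetic arrays. This held for 10.5% of all genes tested, and chance gives 10%. After Benjamini-Hochberg adjustment over all genes limma left 0 genes under 0.05 (lowest adjusted p = 0.152), with 1133 at an unadjusted p under 0.05 where chance gives 908, and the unmoderated test left 2. Without diabetic replicate 3, 1449 genes passed the paper's thresholds and 166 an adjusted p of 0.05, without SJG replicate 1 the paper's thresholds passed 982, and among the genes above the median signal they passed 326.

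**Figure D1:**
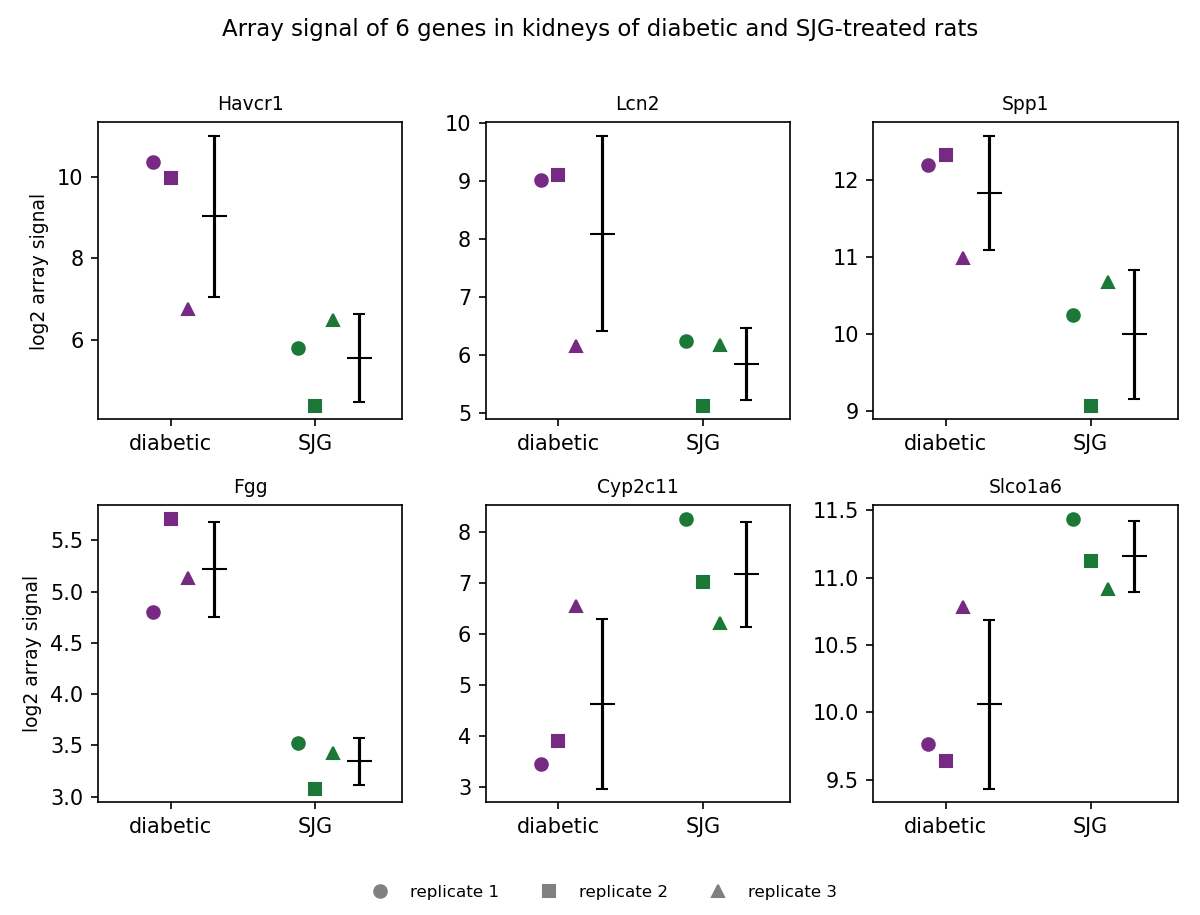
Log2 array signal of Havcr1, Lcn2, Spp1, Fgg, Cyp2c11 and Slco1a6 in diabetic and SJG-treated rats. Points are arrays, with a symbol for each replicate number, which does not pair the groups, and horizontal bars with error bars are the mean and SD of 3 arrays. The diabetic mean of Havcr1 is 9.04 and its SJG mean 5.55.

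**Figure D2:**
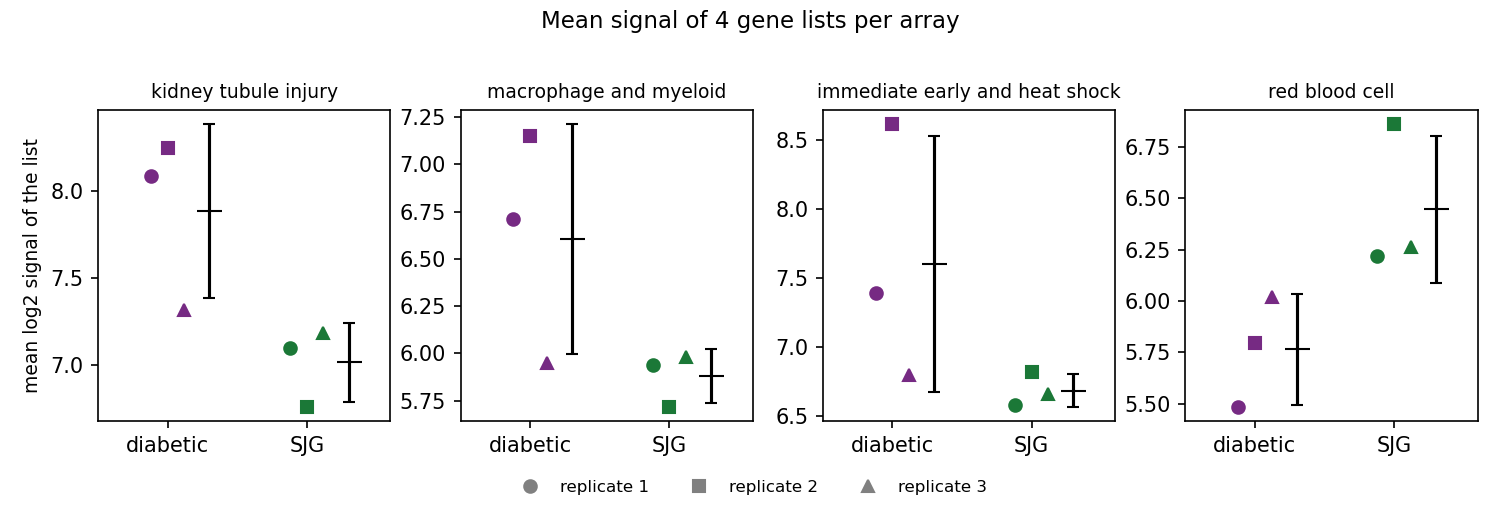
Mean log2 signal per array of the lists of tubule injury, macrophage, immediate early and red blood cell genes. Points are arrays, and horizontal bars with error bars are the mean and SD of 3 arrays. For tubule injury genes, diabetic replicates 1, 2 and 3 have means of 8.09, 8.25 and 7.32, and the SJG replicates 7.10, 6.76 and 7.19.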

To identify the relevant pathways and perform gene ontology, we analyzed the differentially expressed genes in the HSJG group vs. the control group using the DAVID. We identified significant regulation of five biological processes (BPs), cellular components (CCs), and molecular functions (MFs), respectively. Negative regulation of the extrinsic apoptotic signaling pathway via death domain receptors (involved gene number = 6), regulation of apoptotic process (involved gene number = 9), liver regeneration (involved gene number = 6), protein polymerization (involved gene number = 4), and response to drug (involved gene number = 15) were the top five terms of the BP section (Figure 4). 

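Most genes of cell death did not pass the thresholds. Of those that did, the genes that promote apoptosis were lower with SJG, the anti-apoptotic genes Bcl2 and Rgn were higher, and the anti-apoptotic gene Birc3 was lower. Of 17 measured genes that promote apoptosis through mitochondria, 3 were lower with SJG, none was higher and 14 did not pass. The 3 were Apaf1, which builds the apoptosome, Pmaip1, which encodes the Bcl-2 antagonist Noxa, with a log2 fold change of -0.82 (standard error 0.316), and Bcl2l11, which encodes the antagonist Bim, with -0.63 (standard error 0.210). Adjusted over the list alone 0 of them passed, as over all genes. Without diabetic replicate 2, Pmaip1 had a log2 fold change of -0.38 and no longer passed. Casp9, the initiator caspase of this pathway, had a log2 fold change of -0.05 (standard error 0.189, limma adjusted p = 0.965). Cycs, which encodes cytochrome c, had a log2 fold change of 0.54 (standard error 0.250, limma adjusted p = 0.772). The list had a median of 0.12 and a mean of -0.04, without a common shift (camera adjusted p = 0.988).
Of 9 anti-apoptotic genes, Bcl2 and Rgn were higher, Birc3 was lower and 6 did not pass, and these 3 also passed when adjusted over the list alone. The study itself chose Bcl2 and Rgn on these samples, so they are not independent evidence. Birc3, which encodes an inhibitor of apoptosis induced by NF-kB, had a log2 fold change of -1.56 (standard error 0.357, limma adjusted p = 0.635). The anti-apoptotic list showed no common shift (camera adjusted p = 0.192). Of 14 genes of the death receptor pathway, 2 were lower and none was higher, with 0 past an adjusted p of 0.05 over the list alone. They encode receptors for tumour necrosis factor, Tnfrsf1a with a log2 fold change of -0.82 (standard error 0.352) and Tnfrsf1b with -0.70 (standard error 0.205). The median of the list was -0.20 (camera adjusted p = 0.0114, and adjusted p = 0.435 with an estimated correlation). Diabetic replicate 3 had a list mean of 6.185, inside the SJG range of 6.025 to 6.235. Without diabetic replicate 1 Tnfrsf1a had -0.42 and did not pass, nor did Tnfrsf1b without diabetic replicate 2 (-0.54). The adjusted p of the list was 0.0723 without diabetic replicate 2, 0.0711 with the unmoderated test and 0.106 among the genes above the median signal. Members were over-represented among the 565 selected genes for the pro-apoptotic list (one-sided Fisher's exact test, adjusted p = 0.0331) and the anti-apoptotic list (adjusted p = 0.00605), and not for the death receptor list (adjusted p = 0.118). Fisher's test treats genes as independent, and other splits of the 6 arrays gave up to 12 over-represented lists, against 16 with the real split. The pro-apoptotic and anti-apoptotic lists hold Apaf1, Bcl2 and Rgn, which the study chose on these samples. Their over-representation rests in part on these genes and is not independent evidence. From the rank of apoptosis among the enriched terms and pathways and from the TUNEL staining, the paper proposes that less kidney cell apoptosis after SJG might be linked to protection of the kidney. For its proposal that SJG may inhibit the mitochondrial pathway, the paper also draws on the gene network, RT-PCR and immunostaining.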

In pathway analysis, we identified significant regulation of ten signaling pathways, including apoptosis (involved gene number = 4), p53 signaling pathway (involved gene number = 4), complement and coagulation cascades (involved gene number = 4), small-cell lung cancer (involved gene number = 4), ErbB signaling pathway (involved gene number = 4), bladder cancer (involved gene number = 3), HIF-1 signaling pathway (involved gene number = 4), ABC signaling pathway (involved gene number = 3), TNF signaling pathway (involved gene number = 4), and tuberculosis (involved gene number = 5, Figure 5).

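Some members of the complement and coagulation, NF-kB and p53 lists were lower in SJG-treated rats and none was higher, while most members of each did not pass the thresholds. Of 34 genes of complement and coagulation, 7 fell and none rose, or 5 and 0 adjusted over the list alone. C3, the central complement component, had a log2 fold change of -1.71 (standard error 0.380), and the fibrinogen chains Fgb and Fga had -1.77 (standard error 0.335) and -1.60 (standard error 0.295). The list had a median of -0.29 (camera adjusted p = 1.08e-05, and adjusted p = 0.384 with an estimated correlation). Of 16 plasma and acute phase proteins, which share Fga, Fgb and Fgg with that list, 7 fell and none rose, or 6 adjusted over the list alone (camera adjusted p = 3.46e-07, and adjusted p = 0.153 with an estimated correlation).
Of 23 genes of TNF and NF-kB inflammation, 5 fell and none rose, or 2 and 0 adjusted over the list alone. They were Birc3, Icam1, Ccl2, which encodes the monocyte chemokine MCP-1, at -1.38 (standard error 0.478), the endotoxin co-receptor gene Cd14, and Nfkbia, which encodes an inhibitor of NF-kB. The list median was -0.45 (camera adjusted p = 1.13e-07, and adjusted p = 0.365 with an estimated correlation), and diabetic replicate 3 had a list mean of 5.82, inside the SJG range. Of the macrophage and myeloid markers in the same arrays 8 fell, none rose and 7 did not pass, or 4 and 0 adjusted over the list alone (camera adjusted p = 3.22e-10, and adjusted p = 0.365 with an estimated correlation). Diabetic replicate 3, with a mean of 5.95, lay inside the SJG range for these markers too. Examples are the receptor gene Lilrb4 at -1.31 (standard error 0.291) and the lysozyme gene Lyz2 at -1.25 (standard error 0.347).
Of 19 p53 targets, 4 fell and none rose, or 2 and 0 adjusted over the list alone. They were Cdkn1a, which encodes the cell cycle inhibitor p21, at -1.02 (standard error 0.178), the stress-induced kinase gene Plk2 at -0.87 (standard error 0.224), Pmaip1 and Gdf15. The list median was -0.18 (camera adjusted p = 1.73e-04, and adjusted p = 0.365 with an estimated correlation). Of 25 genes of ErbB signalling, 4 fell and 1 rose, or 3 and 1 adjusted over the list alone (camera adjusted p = 0.0135, and adjusted p = 0.365 with an estimated correlation), with a median of -0.13. The ligand gene Egf was the one that rose, and Myc, Cdkn1a, Jun and the ligand gene Nrg1 fell. Of 17 HIF-1 targets, 2 fell, also when adjusted over the list alone. These were Hmox1 and Angptl4, a secreted lipase inhibitor, at -1.33 (standard error 0.325). The median of the HIF-1 list was 0.01 and its mean -0.17, and camera found no shift (adjusted p = 0.155). Hif1a itself had a log2 fold change of -0.27 (standard error 0.246, limma adjusted p = 0.843). Of 42 ABC transporters, 2 rose and 2 fell, with 0 past an adjusted p of 0.05 over the list alone and no shift (camera adjusted p = 0.468). The drug exporter gene Abcb1b and the cholesterol exporter gene Abca1 had log2 fold changes of -1.07 (standard error 0.264) and -0.69 (standard error 0.195), and Abca7 and Abcb10 had 0.64 (standard error 0.175) and 0.63 (standard error 0.216). Without diabetic replicate 2 the median was -0.10 for complement and coagulation, -0.25 for TNF and NF-kB inflammation, -0.41 for macrophage and myeloid genes and -0.08 for ErbB signalling, which all kept their shift by camera. Without diabetic replicate 3 the median was -0.71 for TNF and NF-kB inflammation, -1.03 for macrophage and myeloid genes, -0.06 for ErbB signalling and -0.29 for p53 targets, and for p53 targets it was -0.12 without diabetic replicate 1. Without SJG replicate 2 and diabetic replicate 2, a choice made after the data were seen, complement and coagulation (adjusted p = 0.202) and ErbB signalling (adjusted p = 0.0865) had none. Ccl2, Abca1, Abca7 and Abcb10 each failed the thresholds without some single array, and Ccl2 had a log2 fold change of -0.70 without diabetic replicate 2. The lists share some members with each other and with the genes shown in Fig. 6, which had been seen when they were written.

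**Figure D3:**
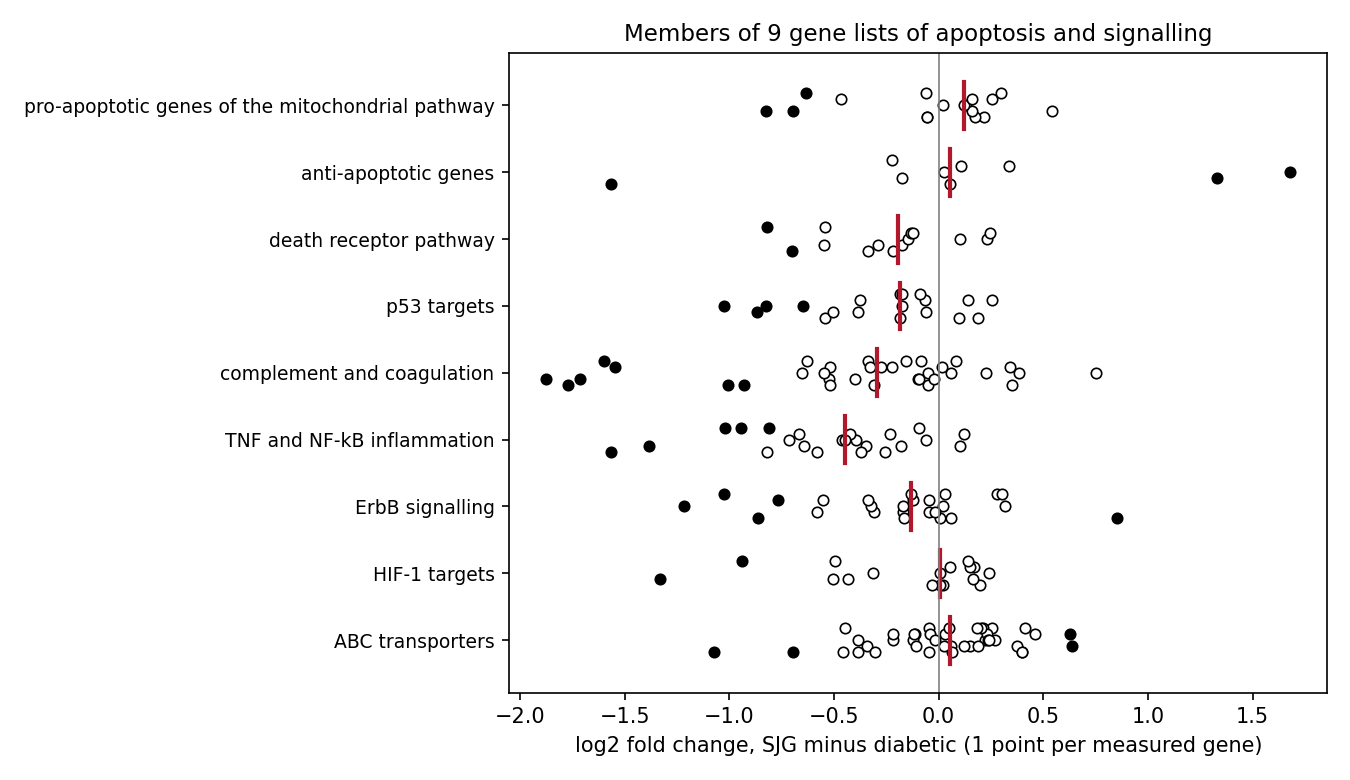
Log2 fold changes of the measured members of 9 gene lists. Each point is a gene, filled where it passed an unadjusted p of 0.05 and a fold change of 1.5, and the vertical offset within a list has no meaning. The red line is the median of the list, which is -0.45 for TNF and NF-kB inflammation and 0.12 for the pro-apoptotic genes.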

The 190 differentially expressed genes were mapped using the String online software. We found that 171 nodes (genes) had 114 joint edges (interactions) among these genes (Figure 6). In these nodes and edges, 11 nodes (each node with more than 5 joint edges) had 97 joint edges, representing all of the nodes. These 11 nodes are myelocytomatosis oncogene (Myc), caspase-3 (Casp3), Bcl2, integrin, alpha M (Itgam), intercellular adhesion molecule 1 (Icam1), actin, gamma 2, smooth muscle, enteric (Actg2), heme oxygenase 1 (Hmox1), apoptotic peptidase activating factor 1 (Apaf1), fibrinogen gamma chain (Fgg), hemopexin (Hpx), and secreted phosphoprotein 1 (Spp1). These genes may have important functions in kidney function affected by SJG treatment.

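In the array data, 10 of these 11 genes were measured, and all 10 passed the thresholds, 2 higher and 8 lower with SJG. Among them was Fgg, the fibrinogen gamma chain of blood clotting, whose log2 signal was 3.34 ± 0.233 (SD, n = 3 arrays) with SJG and 5.22 ± 0.462 (SD, n = 3 arrays) in diabetic rats. Its log2 fold change of -1.87 (standard error 0.239) had the lowest adjusted p of all genes, but the mean SJG signal lies below the lower quartile of all signals, so the size of the change is uncertain. Spp1, which encodes the secreted glycoprotein osteopontin, had log2 signals of 10.0 ± 0.834 (SD, n = 3) and 11.8 ± 0.737 (SD, n = 3) and a log2 fold change of -1.84 (standard error 0.419). The growth regulator gene Myc and the leukocyte adhesion molecule gene Icam1 had log2 fold changes of -1.21 (standard error 0.298) and -1.02 (standard error 0.260). Hmox1, which encodes the haem-degrading enzyme heme oxygenase 1, had -0.94 (standard error 0.175). Itgam, a myeloid integrin that was also on the list of macrophage markers, had -0.77 (standard error 0.229). Hpx, which encodes the haem carrier hemopexin, had -0.60 (standard error 0.196), close to the fold change threshold. Actg2, the smooth muscle gamma actin, rose by 0.89 (standard error 0.242). Adjusted over the list alone, 2 were higher and 8 lower, against 0 when adjusted over all genes. The study chose these genes on these samples, so their direction is not independent evidence. Hpx fell under the fold change threshold without SJG replicate 1 (-0.51), without diabetic replicate 2 (-0.46) and after median centring (-0.55). Among the genes above the median signal only 3 of the 10 were tested and passed.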

### 3.7. Real-Time PCR

Four differentially expressed genes were analyzed using real-time PCR. We found that regucalcin (Rgn) and Bcl-2 decreased, while apoptotic peptidase activating factor 1 (Apaf1) and casp3 increased in the diabetic group, compared with the control group (*P* < 0.01, Figure 7). SJG treatment increased Rgn and Bcl-2 expression and inhibited Apaf1 and casp3 level expression (*P* < 0.01, Figure 7) compared with the diabetic rats. This result was in agreement with the corresponding data from the array.

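On the arrays, Rgn and Bcl2 were higher and Apaf1 was lower in SJG-treated than in diabetic rats. Rgn, which encodes the calcium-binding protein regucalcin, had a log2 signal of 9.92 ± 0.277 (SD, n = 3 arrays) with SJG and 8.24 ± 0.731 (SD, n = 3 arrays) in diabetic rats, a 3.20-fold increase. Its log2 fold change was 1.68 (standard error 0.315, limma adjusted p = 0.606 over all genes). Bcl2, the anti-apoptotic founder of its family, had a log2 signal of 6.14 ± 0.505 (SD, n = 3) with SJG and 4.81 ± 0.195 (SD, n = 3) in diabetic rats, a 2.52-fold increase and a log2 fold change of 1.33 (standard error 0.246). The limma adjusted p of Bcl2 over all genes was 0.606. Apaf1 had a log2 signal of 5.21 ± 0.146 (SD, n = 3) with SJG and 5.91 ± 0.391 (SD, n = 3) in diabetic rats, so that the diabetic level was 1.62-fold the SJG level. The log2 fold change of Apaf1 was -0.70 (standard error 0.214, limma adjusted p = 0.746 over all genes). Adjusted over these 3 genes alone, limma gave adjusted p = 3.68e-04 for Rgn, adjusted p = 3.68e-04 for Bcl2 and adjusted p = 0.00777 for Apaf1, which are not independent evidence because the study chose the genes on these samples. In each of the 3 genes all SJG arrays lay on one side of all diabetic arrays (exact permutation test, two-sided, p = 0.1, the smallest that 3 arrays against 3 allow). Diabetic replicate 3 had the Rgn value nearest to the SJG arrays, 9.08 against 7.83 and 7.80 in diabetic replicates 1 and 2. Without diabetic replicate 2, Apaf1 had a log2 fold change of -0.48 and no longer reached the fold change threshold.

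**Figure D4:**
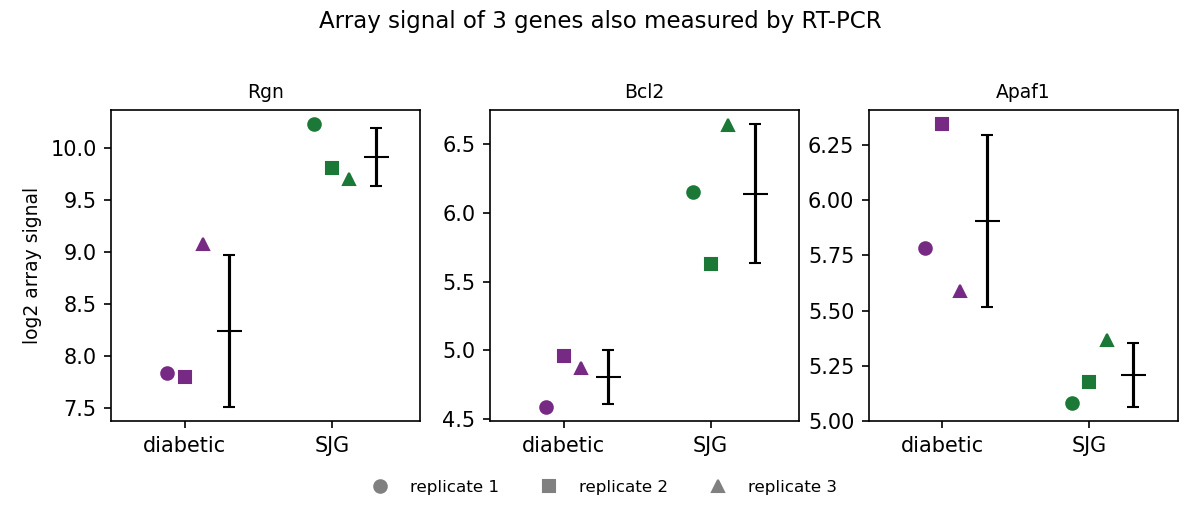
Log2 array signal of Rgn, Bcl2 and Apaf1 in diabetic and SJG-treated rats. Points are arrays, with a symbol for each replicate number, which does not pair the groups, and horizontal bars with error bars are the mean and SD of 3 arrays. The SJG means are 9.92, 6.14 and 5.21.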

### 3.8. SJG Reduced Cell Apoptosis in Diabetic Rats

Kidneys of diabetic rats demonstrated an increased rate of glomerular and tubular cell apoptosis, as shown by TUNEL assay and caspase-3 immunostaining (Figure 8). SJG treatment reduced the rate of apoptosis in both glomerular and tubular cells in diabetic rats (Figure 8) compared with those of the diabetic rats. SJG also inhibited caspase-3 expression in diabetic rat kidney (Figure 8).

## 4. Discussion

In this study, we found that SJG treatment significantly moderated hyperglycemia in diabetic rats. A meta-analysis revealed that SJG reduced FBG and 2 h postprandial blood glucose in T2DM patients [16]. In addition, our results found that SJG could reduce serum creatinine, BUN, and 24-h urinary albumin and could moderate kidney hypertrophy and renal histology in diabetic rats. Previous studies revealed that SJG reduced urinary *α*1-microglobulin and serum cystatin in early diabetic nephropathy [17].

Shenqi Jiangtang Granule includes Panax ginseng (*Panax ginseng C*.*A*. *Mey*), Radix astragali (*Astragalus penduliflorus Lam*.), Radix rehmannia (*Rehmannia glutinosa (Gaertn*.*) DC*.), Radix trichosanthis (*Trichosanthes kirilowii Maxim*), Fructus Schisandrae chinensis (*Schisandra chinensis (Turcz*.*) Baill*), Ophiopogonis radix (*Ophiopogon japonicus (Thunb*.*) Ker Gawl*), Fructus lycii (*Lycium chinense Mill*), Fructus rubi (*Rubus chingii Hu*), Rhizoma dioscoreae (*Dioscorea oppositifolia* L.), Alismatis rhizome (*Alisma plantago-aquatica subsp*.), and Poris cocos (*Smilax glabra Roxb*). Astragalosides, which is an active ingredient of Radix Astragali (Astragalus penduliflorus Lam), has a potent antioxidative effect and inhibits high glucose-induced mesangial cell proliferation in vitro [18, 19]. Radix Astragali dramatically reduces oxidative activity in diabetic rat kidneys [19]. Two major isoflavonoids in Radix Astragali has the ability to inhibit AGE-induced endothelial cell apoptosis [20]. Radix rehmannia extract reduced BUN in STZ-induced DN rats [21].

In the gene ontology analysis of differentially expressed genes in the SJG-treated group compared with those in the diabetic group, the regulation of apoptotic process term was ranked second in the biology processes catalog. Pathway analysis of differentially expressed genes also indicated that apoptosis was one of the most enriched pathways. Moreover, TUNEL results also showed that SJG treatment reduced TUNEL-positive cells in diabetic rat kidney glomerular and tubulointerstitial areas compared with those of the diabetic rats. Apoptosis is a process of natural cell death, and it is essential for the development and normal homeostasis of all animals [22]. In the DN rodent model and in patients, hyperglycemia leads to apoptosis in various types of kidney cells, including tubular epithelial cells [23] and endothelial and interstitial cells [24]. Kidney cell apoptosis contributes to loss of kidney function [25]. Taken together, inhibiting kidney cell apoptosis following SJG treatment might be linked to kidney protective effects in diabetic rats.

In gene interaction analysis of differentially expressed genes in the SJG-treated groups compared with those in the diabetic group, Bcl-2, Casp3, and Apaf1 were centrally located within the whole gene interaction network. SJG treatment increased Bcl-2 expression and reduced Casp3 and Apaf1 expression in the kidney compared with that of the diabetic rats. Immunostaining experiments also proved that Caspase-3 expression was reduced in the SJG-treated groups, compared with the diabetic group. Mitochondrial apoptosis is regulated by a large number of proteins that directly or indirectly activate or inhibit the activity of cysteine proteases. Bcl-2 is an antiapoptotic regulator [26]. Bcl-2 inhibits the release of cytochrome c and formation of the apoptosome with Apaf1 [27], which lead to the inhibition of caspase-9 and subsequently of caspase-3 [28]. Previous research revealed that caspase-3 increases and Bcl-2 decreases in the kidneys of STZ-induced diabetic rats [29]. In immunohistochemical experiments, APAF-1 positivity was increased in diabetic tubular cells [30]. Radix Astragali is one component of SJG. In proximal renal tubular epithelial cells, Astragalosides IV, which is an active ingredient of Radix Astragali, reduced cleaved-caspase-3 expression and increased Bcl-2 expression [31]. Hence, SJG may inhibit mitochondria-dependent apoptosis to moderate kidney function in diabetic rats.

Moreover, we found that SJG activated *Rgn* expression in diabetic kidneys. Previous research has shown that regucalcin inhibits kidney proximal tubular epithelial cell apoptosis [32]. First, regucalcin causes elevation of Bcl-2 mRNA expression in rat kidney proximal tubular epithelial NRK52E cells [33]. Second, regucalcin inhibited caspase-3 expression in NRK52E cells [34]. Therefore, SJG may inhibit kidney cell apoptosis by activating regucalcin in diabetic rats.

## 5. Conclusions

In summary, our research found a kidney protective effect of SJG in diabetic rats. The mechanism involved may be related to the inhibition of cell apoptosis in the kidney (Figure 9). Inhibition of kidney cell apoptosis may be a potential strategy to treat DN. More experiments in vitro are needed to perform to validate this mechanism.

## Figures and Tables

**Figure 1:**
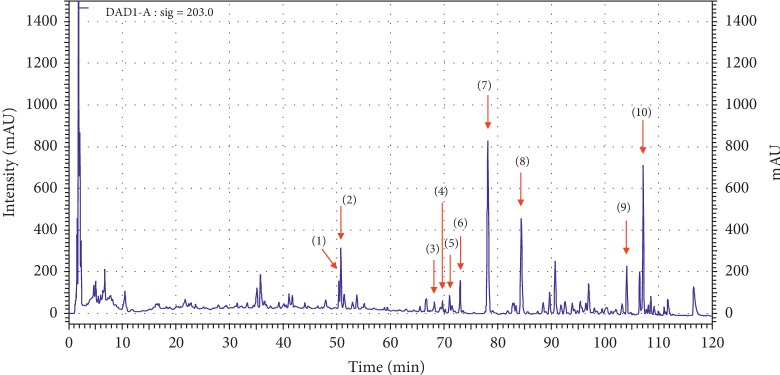
HPLC analysis of SJG. (1) Rg1 (ginsenoside Rg1), (2) Re (ginsenoside Re), (3) Rb1 (ginsenoside Rb1), (4) Rc (ginsenoside Rc), (5) astragaloside IV, (6) Rd (ginsenoside Rd), (7) schisandrin, (8) schisandrol B, (9) deoxyschisandrin, and (10) *γ*-schisandrin.

**Figure 2:**
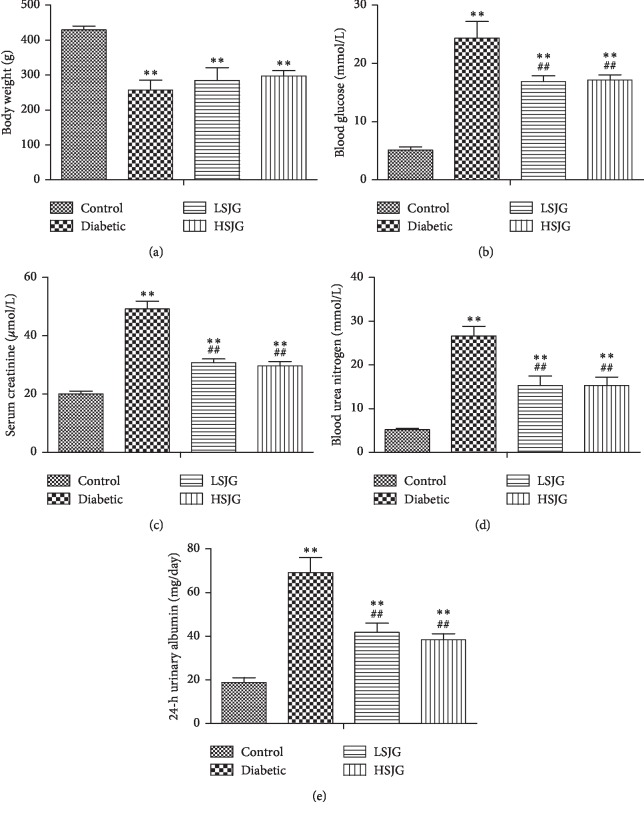
The effect of SJG on body weight (a), blood glucose (b), serum creatinine (c), blood urea nitrogen (d), and 24-h urinary albumin (e). Values are mean ± S.D. (*n* = 6), ^*∗∗*^*P* < 0.01 compared with the control group, and ^##^*P* < 0.01 compared with the diabetic group. SJG: Shenqi Jiangtang Granule.

**Figure 3:**
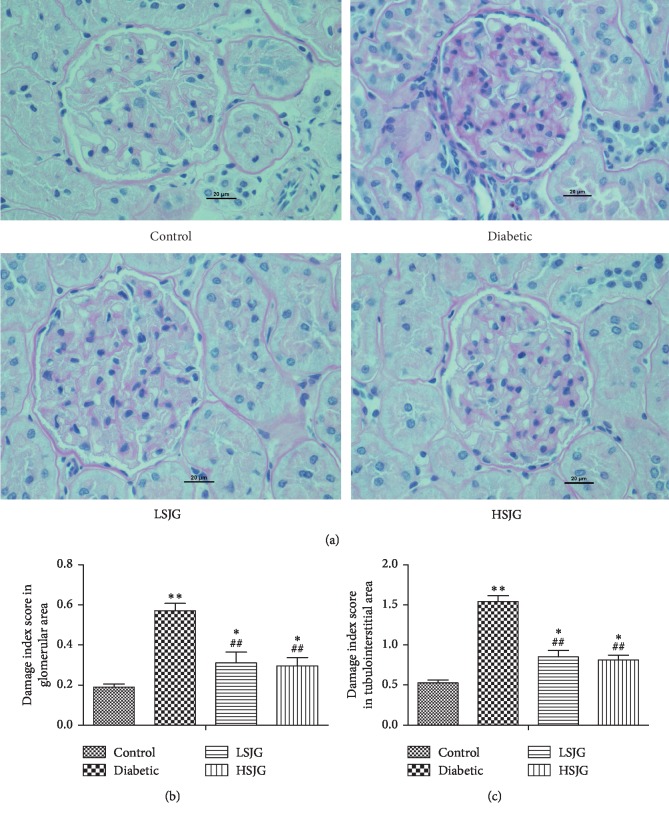
The effect of SJG on kidney histology. PAS stained kidneys (400x magnification) (a) and glomerular (b) and tubulointerstitial (c) damage index scores in kidney. Values are mean ± S.D. (*n* = 6), ^*∗*^*P* < 0.05, and ^*∗∗*^*P* < 0.01 compared with the normal group; ^##^*P* < 0.01 compared with the diabetic group. SJG: Shenqi Jiangtang Granule.

**Figure 4:**
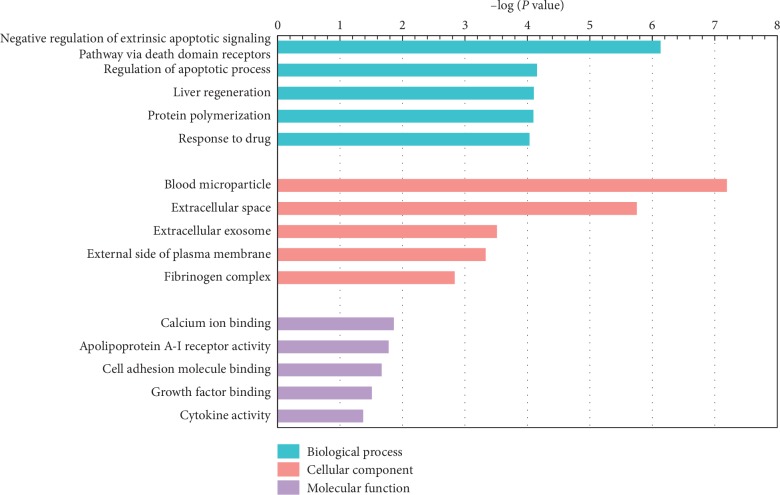
The enriched GO terms with differentially expressed genes. Top five terms in biological process (BP), cellular component (CC), and molecular function (MP).

**Figure 5:**
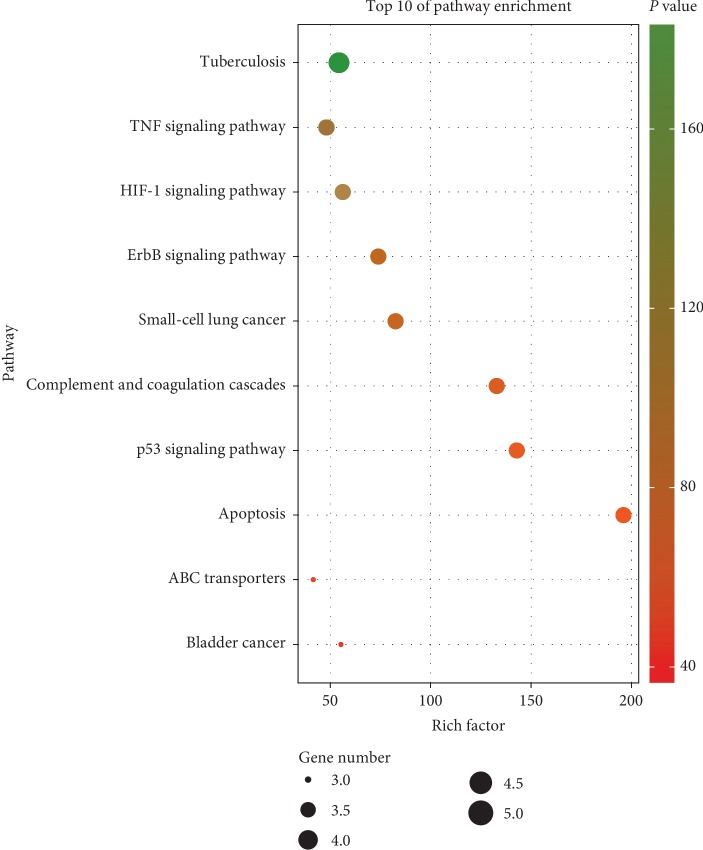
Top ten KEGG pathways enrichment point diagram in the SJG group compared with the diabetic group. The vertical axis represents the pathway name, the horizontal axis represents the rich factor, the size of the dot indicates the number of genes expressed in the pathway, and the color of the dot corresponds to the different *P* values.

**Figure 6:**
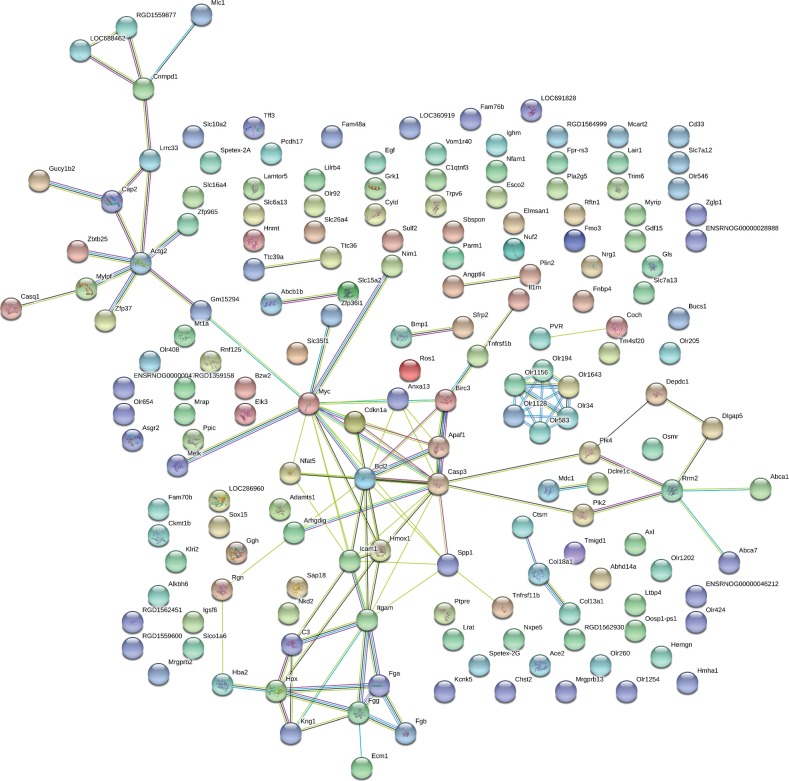
Protein-protein interaction network in the SJG group compared with the diabetic group. The nodes stand for differentially expressed genes in the SJG group compared with the diabetic group. The lines stand for the interactions between two proteins.

**Figure 7:**
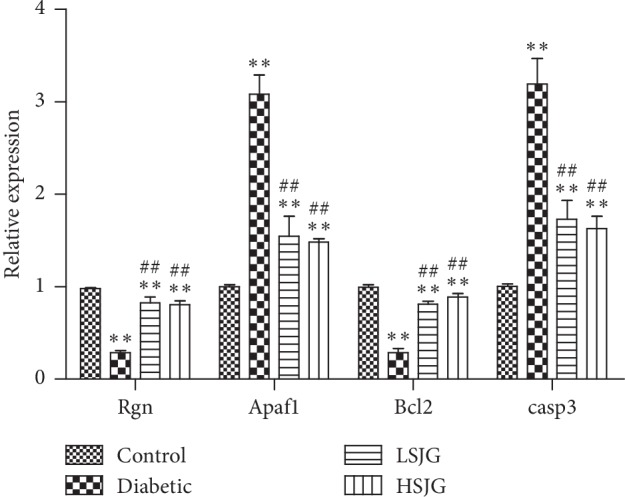
Confirmation of four representative differentially expressed genes by qPCR. Values are mean ± S.D. (*n* = 6), ^*∗∗*^*P* < 0.01 compared with the normal group, and ^##^*P* < 0.01 compared with the DN group. Rgn: regucalcin; Apaf1: apoptotic peptidase activating factor 1; and Casp3: caspase 3.

**Figure 8:**
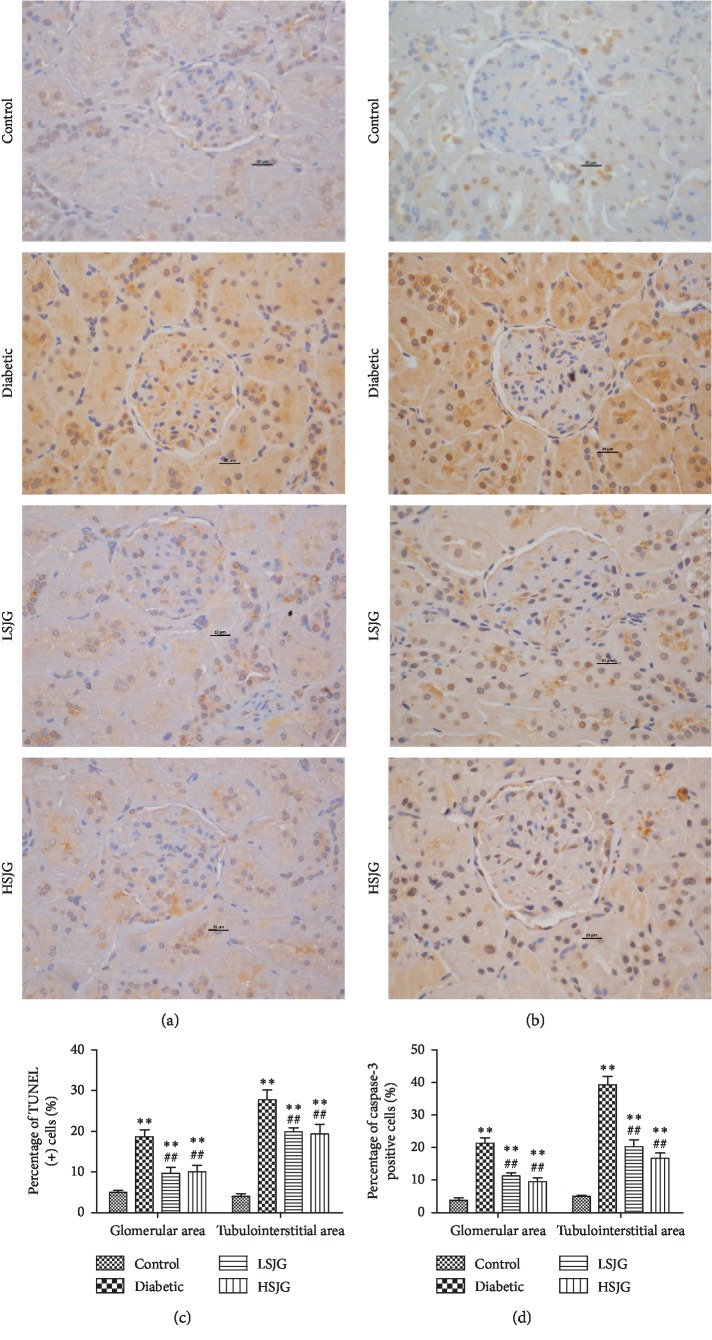
The effect of SJG on TUNEL (+) cells and caspase-3 expression. (a) TUNEL assay, (b) immunostaining for caspase-3, (c) percentage (%) of TUNEL (+) cells in kidney, and (d) percentage (%) of caspase-3 (+) cells in kidney. Values are mean ± S.D. (*n* = 6), ^*∗∗*^*P* < 0.01 compared with the normal group, and ^##^*P* < 0.01 compared with the diabetic group.

**Figure 9:**
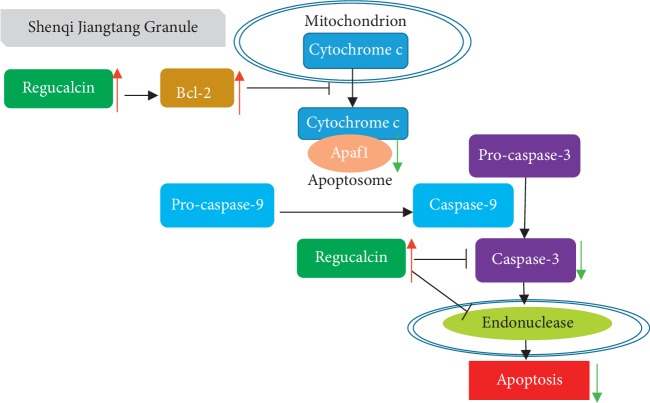
Mechanism of SJG inhibition apoptosis on the kidney in diabetic rats. SJG activates regucalcin and Bcl-2. Bcl-2 inhibits the release of cytochrome c and the formation of the apoptosome with Apaf1, which leads to the inhibition of caspase-9 and subsequent caspase-3. Apaf1: apoptotic peptidase activating factor 1.

**Table 1:** Oligonucleotide sequences for qPCR analysis.

Gene symbol	Gene bank ID	Forward primer	Reverse primer	Product size (bp)
Rgn	NM_031546	GGGTGGCCTGTTACAATGGA	ATCCTTCCCTCCAAAGCAGC	119
Apaf1	NM_023979	GTAGACGGCTTTCTCCGCTC	CGGATCCAGGACACAAAAGC	203
Bcl2	NM_016993	GAGGGGCTACGAGTGGGATA	CGGTAGCGACGAGAGAAGTC	243
Casp3	NM_012922	GAGCTTGGAACGCGAAGAAA	CCATTGCGAGCTGACATTCC	224

Rgn: regucalcin; Apaf1: apoptotic peptidase activating factor 1; Casp3: caspase 3.

## Data Availability

The data used to support the findings of this study are available from the corresponding author upon request.

## Abbreviations

BUN: Blood urea nitrogen
DN: Diabetic nephropathy
ECM: Extracellular matrix
GEO: Gene expression omnibus
GO: Gene ontology
GFR: Glomerular filtration rate
KEGG: Kyoto encyclopedia of genes and genomes
STRING: Search toll for the retrieval of interacting genes
SJG: Shenqi Jiangtang Granule
STZ: Streptozotocin
TUNEL: TdT-mediated dUTP nick-end labeling.

How the deposited data were processed for this re-analysis (not part of the article)

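Kidney RNA of SJG-treated and of diabetic rats was measured on Affymetrix Rat Gene 2.0 ST arrays, 3 per group. The paper describes RNA of the kidney cortex, extracted with a mirVana kit, copied to cDNA and labelled with biotin, and the labels name the tissue only as kidney. Diabetes had been induced with streptozotocin at 60 mg/kg and was accepted at a fasting blood glucose above 11.1 mmol/L. A high-fat diet is named in the paper's abstract only. The dose of 800 mg/kg/day for 8 weeks comes from the paper's text, not from the labels. Control and low-dose rats were not analysed here. No array was left out, and no value column was left unused.
The authors deposited 1 log-scale value per transcript cluster and array, taken here as log2. The base was inferred from the values. The highest value is 13.7, and a full 16-bit scanner reading is 16 on the log2 scale, while 13.7 as a natural log would stand for a reading of 889709, above the largest 16-bit reading of 65535. The software and the steps of background correction, normalization and summarisation are not given in the sources used here, and the deposited log2 values were used without further normalization. The array medians differ slightly, the signals of a gene were not centred on 0, and no array had the values of another. The arrays carry no detection call, so precision is limited by the number of arrays and, for dim genes, by a signal close to background, which is not known here.
Transcript clusters were named through the array's annotation, with symbols brought up to date by gene number against a table of GRCr8 genes, which matched 18394 of the 18511 transcript clusters with 1 gene. The 575 with several genes and the 17599 without a name were not named, and no coordinates are given because the build of the array is not named. A gene without a transcript cluster of its own under these rules was not analysed here. A gene that the paper names among its network hubs is not reported here. For 291 genes with several transcript clusters, the one with the highest mean over the 6 arrays was used. Among the named genes, Cycs, Idi2l2 and Mt1 had a pair of transcript clusters, which changed in the same direction within each gene.
R 4.3.3 and limma 3.58.1 were used (lmFit and eBayes, contrast SJG minus diabetic, prior degrees of freedom 6.94), without a block for replicate number. Genes were selected at an unadjusted p under 0.05 and a fold change above 1.5, as in the paper, and p-values were adjusted by Benjamini-Hochberg over 18166 genes. All p-values of single genes and lists come from limma unless another test is named. Lists of genes for pathways, cell types and tissue handling, 37 in all, were written before the data were examined, after the paper's figures had been seen, and Fig. 6 names some of their members. Lists with at least 4 measured genes, 36 in all, were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, with fry and with a one-sided Fisher's exact test of members among the selected genes against all genes tested, each adjusted over the lists. Of these, 16 lists had a shift at an adjusted p under 0.05 with the preset correlation, 12 lower and 4 higher, 0 with an estimated correlation and 1 with fry, the plasma and acute phase proteins. Fisher's test, which treats genes as independent, found 16 over-represented lists. Both counts include the list of the study's network hubs, which was chosen on these samples and is not independent evidence. Without it they are 15 shifted lists, 11 of them lower, and 15 over-represented lists. Some of the remaining lists also hold genes that the study chose on these samples, such as Fgg, Spp1 and Icam1. The counts without the hub list are therefore not fully independent either.
Genes named in the text were fixed by a rule before the data were examined. They are the genes that the paper names, the 12 largest increases and 12 largest decreases among selected genes whose groups do not overlap, without provisional symbols and olfactory receptors, and up to 4 selected members per list, the 2 largest in each direction, or, where fewer than 2 members of a list were selected, members with the smallest p up to 2. Other selected members are named where 5 or fewer make up a count, and these were chosen after their values were seen.
Alternatives were an equal-variance comparison of each gene on its own (the unmoderated test, which the paper does not name), eBayes with a trend and robust variance, genes above the median signal, quantile normalization, median centring, array weights, the mean of a gene's transcript clusters, the replicate number as a block, all transcript clusters, fold changes of 1.2 and 2, the treat test against a fold change of 1.2, and leaving out each array. Leaving out 2 pairs of arrays and the unmoderated test on all transcript clusters were chosen after the data had been seen.
The code was tested on simulated data with the means and spreads of the 18166 genes, 3 arrays against 3 and 200 genes changed, in 10 draws. Of genes changed by 0.6 on the log2 scale limma selected 50.2% at the paper's thresholds, of genes changed by 1 it selected 97.4% and of genes changed by 1.5 or 2 it selected 100%. It selected 0.979% of unchanged genes. At an adjusted p under 0.05 the shares were 12.2%, 77.8%, 99% and 99.6%. The unmoderated test selected 41.6%, 92.8%, 98.8% and 99.6% at the paper's thresholds. A list of 20 genes shifted by -0.5 was found in 10 of 10 draws with the preset correlation and in 9 with an estimated one, and 0 of 200 unchanged lists was called. The simulated genes vary independently of each other, unlike those of real arrays.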

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

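The test on the share of tubule cells was chosen only after the list medians had been seen. Each of the following lists had a shift in the SJG-treated against the diabetic rats by camera with a preset correlation and holds genes outside those the paper discusses, and none kept its shift with an estimated correlation. The median log2 fold changes were -0.73 for tubule injury, -0.36 for cell proliferation, -0.91 for immediate early and heat shock genes, 0.23 for the loop of Henle and distal convoluted tubule, -0.65 for macrophage and myeloid genes, 0.73 for red blood cell genes, 0.63 for adipocyte genes and 0.0553 for olfactory and vomeronasal receptors. The olfactory and vomeronasal receptors, 1343 genes of smell and pheromone sensing with a median signal of 2.80 against 5.60 for all genes, had 34 genes higher, 12 lower and 0 adjusted over the list alone (camera adjusted p = 0.0298, and adjusted p = 0.628 with an estimated correlation).
Lower tubule injury genes with SJG are the pattern with the largest single change, and 3 technical explanations were examined. A difference in signal range between arrays is argued against by quantile normalization, after which the list median was -0.712. If the diabetic tissue pieces held fewer tubule cells, the markers of all other cell types would move alike. The macrophage median lay below the lowest median of the endothelial, mesangial, podocyte and lymphocyte lists (difference -0.485, bootstrap 95% interval -0.749 to -0.217). With 3 arrays per group this interval cannot stand for the spread between rats. The macrophage mean of diabetic replicate 3 (5.95) lay inside the SJG range. Tubule cells themselves express injury genes such as Havcr1, which fewer tubule cells in the diabetic pieces would lower. Havcr1 was instead higher in the diabetic arrays (9.04 against 5.55 with SJG), so a lower tubule share alone does not give its change. For the other injury genes the comparison cannot decide the question, because macrophages also express some of them. The proximal tubule list had a median of 0.0065 and no shift (camera adjusted p = 0.381). The median of the loop of Henle and distal convoluted tubule list was 0.23. Slower tissue handling of diabetic kidneys stays open, since with the mean of the immediate early genes as a covariate the group difference of the injury list was -0.482 (standard error 0.334), against -0.87 (standard error 0.317) without it. A protective effect of SJG on the tubules is an open biological explanation that these arrays alone do not test.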

How the results depend on the processing

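Leaving out a pair of arrays, and the unmoderated test on all transcript clusters, were chosen only after the data had been seen. The main count was 565 genes, 180 higher and 385 lower. The unmoderated test selected 153 (76 higher, 77 lower), all of them among the 565, and 2 at an adjusted p under 0.05. The genes above the median signal gave 326 (90 higher, 236 lower), with 1 RT-PCR gene and 3 hub genes, because fewer genes were tested. All transcript clusters gave 1517 (498 higher, 1019 lower), because more were tested, or 601 with the unmoderated test. A fold change above 1.2 gave 1133 (479 higher, 654 lower), one above 2 gave 106 (25 higher, 81 lower) and treat gave 313 (108 higher, 205 lower). Median centring gave 583 (264 higher, 319 lower). Quantile normalization, eBayes with trend, array weights and the mean of transcript clusters gave 492 to 730.
Leaving out 1 array gave 403 (without diabetic replicate 2) to 1449 genes (without diabetic replicate 3), 170 to 435 higher and 223 to 1014 lower, with 0 to 166 at an adjusted p under 0.05. RT-PCR genes past the thresholds were then 2 to 3, hub genes 8 to 10, shifted lists 13 to 18 and over-represented lists 14 to 16. Without SJG replicate 2 and diabetic replicate 2, 399 genes passed, 216 higher and 183 lower, with 11 shifted lists and 10 over-represented lists. Without SJG replicate 2 and diabetic replicate 3, 1254 passed (465 higher, 789 lower) and 111 at an adjusted p under 0.05. The cause of the remaining differences was not tested.
The count of shifted lists was 16, the study's hubs included, with an estimated correlation 0 and with fry 1. In the genes above the median signal the direction of the proliferation list turned by camera (median -0.16, adjusted p = 0.989). The olfactory and vomeronasal list turned by camera without SJG replicate 2 (median 0.00564, adjusted p = 0.870) and without SJG replicate 2 and diabetic replicate 2 (median -0.0365, adjusted p = 0.142). Its median was 0.0553 with all arrays, and leaving out 1 other array gave 0.00414 (without diabetic replicate 2) to 0.110 (without SJG replicate 1). No other shifted list and no selected named gene changed direction under these settings. Of the 70 named genes past the thresholds, 37 also passed with the unmoderated test, 53 to 69 without 1 array and 41 without SJG replicate 2 and diabetic replicate 2.
With the replicate number as a block, 634 genes passed (191 higher, 443 lower), with 0 at an adjusted p under 0.05, 16 shifted lists, 17 over-represented lists, 10 hub genes and 3 RT-PCR genes. The replicate block has no basis in the data, since the deviations of same-numbered arrays correlated at -0.02, -0.29 and -0.001.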

Differences from the paper's values

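The paper reports 99 genes higher in the HSJG group than in the diabetic group, and 180 were found here at its thresholds of fold change and unadjusted p. Of the alternatives set before the data were examined, the unmoderated test (76), the genes above the median signal (90) and treat against a fold change of 1.2 (108) came within 1.5 times the paper's count, and the others did not. For genes lower in the HSJG group the paper's count is 91 and the count here 385. The unmoderated test (77) and a fold change above 2 (81), which is not the paper's threshold, came within 1.5 times, and the others did not. For both directions together the paper's count is 190 and the count here 565, and the unmoderated test (153) came within 1.5 times, unlike the other alternatives. The paper's counts are nearly even between directions, while limma gave 385 lower and 180 higher, and the unmoderated test 77 and 76.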

Other observations

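Of 18 genes of drug metabolism and transport, 3 rose (Cyp2c11, Slco1a6 and the peptide transporter gene Slc15a2) and 1 fell (Abcb1b). All of these also passed when adjusted over the list alone. The list had no common shift (camera adjusted p = 0.836, median -0.06). Its members were over-represented among the selected genes (one-sided Fisher's exact test, adjusted p = 0.00600), by a test that treats genes as independent. Of 23 NRF2 and antioxidant genes, Osgin1 rose by 0.90 (standard error 0.290), and Hmox1 and the metallothionein gene Mt1 fell, the latter by 0.77 (standard error 0.215), with 0 and 2 adjusted over the list alone (camera adjusted p = 0.836). Of 23 genes of fatty acid oxidation, Angptl4 and the lipid droplet gene Plin2 fell, Plin2 by 0.73 (standard error 0.208), with 1 adjusted over the list alone (camera adjusted p = 0.381). Among 13 collecting duct genes, Slc26a4, the anion exchanger pendrin, rose by 0.79 (standard error 0.179), also when adjusted over the list alone (camera adjusted p = 0.0611). Among 15 clock genes, Per1 and Nfil3 fell by 1.00 (standard error 0.301) and 0.63 (standard error 0.221), with 0 adjusted over the list alone (camera adjusted p = 0.333). In the lists of glucose transport (14 genes, camera adjusted p = 0.714), the renin-angiotensin system (8 genes, camera adjusted p = 0.125), polyol and glycation (6 genes, camera adjusted p = 0.746) and adrenal cortex (7 genes, camera adjusted p = 0.836), 0 genes passed the thresholds. The glucose transporter gene Slc2a2 had a log2 fold change of -0.54 (standard error 0.301) and the aldose reductase gene Akr1b1 one of -0.33 (standard error 0.280). Elovl6 fell by 0.66 (standard error 0.269) as the only selected gene among 18 of sterol and fatty acid synthesis (camera adjusted p = 0.930), and Atf3 as the only one among 15 of endoplasmic reticulum stress (camera adjusted p = 0.930).
Markers of most resident kidney cells did not shift. In the proximal tubule list of 19 genes, Slc7a13 and the organic cation transporter gene Slc22a2 rose, the latter by 0.62 (standard error 0.250), with 0 adjusted over the list alone (camera adjusted p = 0.381). Among 10 podocyte genes Cd2ap fell by 0.70 (standard error 0.262, camera adjusted p of the list 0.0980). Among 11 genes of mesangial and smooth muscle cells Actg2 rose and the receptor gene Pdgfrb fell by 0.74 (standard error 0.265, camera adjusted p of the list 0.836). Of 11 endothelial genes 0 passed (camera adjusted p = 0.122). Among 13 lymphocyte genes, Cd4 and the leukocyte antigen gene Ptprc fell by 1.24 (standard error 0.345) and 1.02 (standard error 0.343) (camera adjusted p = 0.123, and 8.47e-04 without diabetic replicate 3). Further decreases past the thresholds were those of Serpina3n, an acute phase protease inhibitor (-1.87, standard error 0.748), the protease gene Adamts1 (-1.85, standard error 0.425), the oncostatin M receptor gene Osmr (-1.80, standard error 0.420), Nfkbiz (-1.57, standard error 0.435) and Gpnmb (-1.61, standard error 0.387). Thrsp, Nat8f1, Idi2l2 and Mrap rose by 1.50 (standard error 0.547), 1.35 (standard error 0.340), 1.24 (standard error 0.243) and 1.23 (standard error 0.245). The sizes of some rest on 1 array, with -0.69 for Serpina3n and -0.95 for Nfkbiz without diabetic replicate 2, and 0.66 for Thrsp without SJG replicate 2, the array that carries the adipocyte shift. Serpina3n failed the thresholds without any one of the SJG arrays, and Plin2, Nfil3, Osgin1, Elovl6, Slc22a2, Cd2ap, Pdgfrb and Ptprc each failed them without some single array. Ambp and Cst3, the genes of alpha 1-microglobulin and cystatin C, of which the discussion cites earlier work on the proteins in urine and serum, had log2 fold changes of -0.29 (standard error 0.179) and -0.10 (standard error 0.222).
The 6 arrays can be split into groups of 3 in 10 ways, too few for a share under 0.05. The real split gave 565 genes past the paper's thresholds and the highest other split 997, with SJG replicate 1 placed among diabetic replicates 1 and 2, and 3 of 10 splits gave as many as the real one. For genes at an adjusted p under 0.05 the values were 0 and 0 (10 of 10 splits), for shifted lists 16 and 16 (2 of 10), and for over-represented lists 16 and 12 (1 of 10). The lists include the study's network hubs, which were chosen on the real split, and other lists hold some of the same genes.
Diabetic replicate 3 lay near the SJG arrays. On genes selected without it, and on a scale from 0 for the SJG mean to 1 for the mean of diabetic replicates 1 and 2, it lay at 0.192, and the SJG arrays, each left out in turn, lay at 0.46, -0.05 and 0.19. This is what a wrong label of this array may give, and it is also what a diabetic rat with little kidney injury may give, which was not tested. A swap with SJG replicate 1 is not excluded either, since that array, at 0.46, lay farther to the diabetic side than diabetic replicate 3 on the same genes (0.256), and the split that exchanges these arrays is the one with 997 genes. The plasma and acute phase list, looked up after this, runs as the labels say. Its mean was 5.53 in diabetic replicate 3 and 5.01 in SJG replicate 1. The other diabetic arrays had 5.66 and 5.92, and the other SJG arrays 4.85 and 5.09. The list holds Fgg and Hpx, which the study chose on these labels, so its order is partly built in and cannot exclude a swap. The macrophage and NF-kB lists place diabetic replicate 3 (5.95 and 5.82) inside the SJG range.
The genes Rgn, Kap, Cyp2c11, Slc7a13 and Slco1a6, known from the proximal tubule, were all higher with SJG. They were grouped after their values were seen, and Kap, an androgen-regulated protein gene, had a log2 fold change of 1.54 (standard error 0.519). A candidate explanation is more tissue of the S3 segment in the SJG pieces, and 4 other carriers of that segment had a median of 0.267, which is under the bound set against it by less than their standard errors of 0.168 to 0.193, so it stays open. Another is higher expression of male-biased genes, for which only 1 gene outside the group was measured, Slc22a2 at 0.616, too few to decide. A direct effect of SJG on these genes was not tested.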
